A study of Homo sapiens with 2 samples.

How the data were processed

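H3K4me3, a histone mark concentrated at active promoters, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in HEC-1-B, an established human endometrial adenocarcinoma line. The data comprised 1 library from wild-type cells and 1 library from ZNF143 knockout cells, and each library came with 1 peak list. Each group was taken from the genotype given in the sample labels. The label protocols cover cell culture, crosslinking, sonication and immunoprecipitation. The protocol text used here breaks off during the immunoprecipitation steps, before any data processing. Up to that point it names no aligner, peak caller, software version, genome build or control library.

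Both deposited lists had the 10-column narrowPeak layout that the MACS2 peak caller writes, with no header. The sequence names, including haplotype sequences of chromosome 6, were those of the hg19 build, and regions on chromosome 1 ran past the end of that chromosome in GRCh38. Coordinates are therefore given as hg19 positions counted from 1. The peak names carried a separate prefix in each list, so the authors appear to have called peaks on each library by itself. The fold column of the deposited lists was taken as the ratio of the summit pileup to a local background rate. The deposited columns 8 and 9 were taken as −log10 p-values and −log10 q-values. The largest q-value was 0.0349 in the wild-type list and 0.0453 in the knockout list. The deposited score column equalled 10 times the −log10 q-value without its decimals in every region of both lists, to within 1 unit, and was not used further. All 3 of these values are the authors' own. They were used to describe, rank or filter regions within 1 list, because no scaling between the lists is stated.

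The relation between the deposited columns was checked by solving, for each region, for a whole-number pileup and a local background rate. The fold was taken as the pileup plus 1 over the rate plus 1, and the −log10 p as the Poisson upper tail of that pileup at that rate. Every region of both lists had a solution, with relative errors of the p column of at most 1.76e-05 in the wild-type list and 2.67e-05 in the knockout list, of the size that rounding in the files gives. The recovered pileup is the number of sequenced fragments stacked at the summit. In simulated lists of 19748 wild-type and 19626 knockout regions, rounded as the files are, 100% of pileups were recovered in each list. The lowest recovered rate was taken as the genome background rate of a library. It was 1.40 fragments per base in the wild-type library and 3.25 in the knockout library, a ratio of 2.31. The background rate also grows with the fragment length, which the peak caller may reflect in the narrowest region. Divided by that width (162 and 174 bp), the ratio was 2.15. Both are inferred measures of relative depth. Total read counts were not used here.

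Regions on chromosomes 1 to 22, X and Y were analysed, which left 785 wild-type and 862 knockout regions on other sequences out of the comparisons. A region was called shared when it overlapped a region of the other list by at least 1 bp (bedtools 2.31.1). Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only and not differences between cultures or immunoprecipitations. Regions with exactly 1 partner in each direction formed one-to-one pairs. Each region was given its percentile within its own list by fold, by −log10 q and by recovered pileup, and the rank shift of a pair was the knockout percentile minus the wild-type percentile. With 1 library per genotype, no test between genotypes was made, and regions were not treated as replicates. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

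The comparisons of region number, width, covered length, overlap, rank correlation and rank of unshared regions were fixed before the data were examined, with their alternatives. The regions named were fixed in the same way: the 5 regions of highest fold in each list with no region of the other list within 1 kb, the 3 pairs with the largest rise and the 3 with the largest fall in fold percentile, and the region of highest fold in each list. The recovery of pileups, the analysis along chromosomes and every result that uses them were chosen after the data were seen.

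For the analysis along chromosomes, the log2 ratio of knockout to wild-type pileup was centred on the median of all pairs. A cumulative-sum search placed 1 step on each chromosome with at least 100 pairs, with at least 30 pairs on each side and values limited to 1 on either side of the chromosome median. The step was compared with those found after shuffling the order of the pairs 1000 times. Random lists matched on pileup in 10 bins were drawn 10000 times. In 100 simulated chromosomes of 800 pairs, a step of −0.5 was placed within 10 pairs of its true position in 100% and had a median recovered size of −0.50. Without a step, 8% of them exceeded the highest of 20 shuffles. The simulated pairs were drawn at random from all chromosomes, so they carried no other change along a chromosome. These rates may therefore not hold for real chromosomes with several changes.

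The alternatives were a reciprocal overlap of at least 50%, a distance of 1 kb in place of an overlap, a −log10 q of at least 5, equal numbers of top-ranked regions, merging of regions within 1 kb, all sequences, the upper 50% of a list by fold, and ranking by −log10 q. Alternatives added later were ranking by pileup, scaling the knockout list to the wild-type background rate, leaving out regions next to long region-free stretches, and limiting pairs to stronger ones. Promoter annotation, a search for ZNF143 motifs and a count over the clustered protocadherin genes had also been planned. They need an hg19 genome or annotation, which was not used here, so regions are reported by position without gene names. For the same reason the ZNF143 locus was not examined, and the knockout was not checked from these data.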

Results

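To ask how loss of the zinc-finger transcription factor ZNF143 affects the distribution of H3K4me3, peak lists from wild-type and ZNF143 knockout HEC-1-B cells were compared. Each genotype was represented by 1 ChIP-seq library, so no difference below has a replicate check. The wild-type list held 19782 regions on the assembled chromosomes and the knockout list held 19647. The summit pileup recovered from the authors' fold and p columns ranged from 7 to 6209 fragments in the wild-type list, with a median of 197. In the knockout list it ranged from 11 to 14245 fragments, with a median of 355. The genome background rate was 1.40 fragments per base in the wild-type library and 3.25 in the knockout library, so the knockout library was the deeper by this measure.

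The lists were first compared for the extent of the regions. The median region width was 883 bp in the wild-type list, with quartiles of 483 and 1254 bp. In the knockout list it was 1003 bp, with quartiles of 564 and 1398 bp. The wild-type regions covered 17.96 Mb and the knockout regions 19.98 Mb. Merging regions within 1 kb moved the median widths most, to 1137 bp in the wild-type list and 1229 bp in the knockout list. Across 16501 one-to-one pairs, the knockout region was wider in 82.2% (95% interval 81.6 to 82.8%), with a median width ratio of 1.06. The 2 lists did not share a depth or a minimum width: the narrowest region was 162 bp in the wild-type list and 174 bp in the knockout list. The width difference was therefore not separated from these settings.

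The overlap of the lists was then measured. Of the wild-type regions, 18689 (94.5%, 95% interval 94.1 to 94.8%) overlapped a knockout region. Of the knockout regions, 17747 (90.3%, 95% interval 89.9 to 90.7%) overlapped a wild-type region. When the knockout list was shifted along the chromosomes by 1 to 10 Mb, between 1.35% and 2.18% of wild-type regions overlapped it. Bases in both lists amounted to 17.22 Mb, which was 95.9% of the wild-type and 86.2% of the knockout bases. A reciprocal overlap of at least 50% lowered the shared share most, to 84.1% of wild-type and 84.6% of knockout regions. More knockout than wild-type regions spanned several regions of the other list, 1035 against 109.

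The shared share depended on the rank of a region within its own list. Among the decile of wild-type regions with the lowest fold, 79.5% (95% interval 77.6 to 81.2%) were shared, and among the decile with the highest fold 99.7% (99.4 to 99.9%). In the knockout list the corresponding shares were 55.7% (53.5 to 57.9%) and 99.7% (99.4 to 99.9%). Ranking by recovered pileup gave 58.9% (56.7 to 61.1%) in the lowest wild-type decile and 45.7% (43.5 to 47.9%) in the lowest knockout decile. In the highest decile by pileup, 0 of 1979 wild-type regions were unshared, which allows a share of up to 0.152% when the limit is taken as 3 counts of the total, and 0 of 1965 knockout regions, which allows up to 0.153%.

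**Figure D1:**
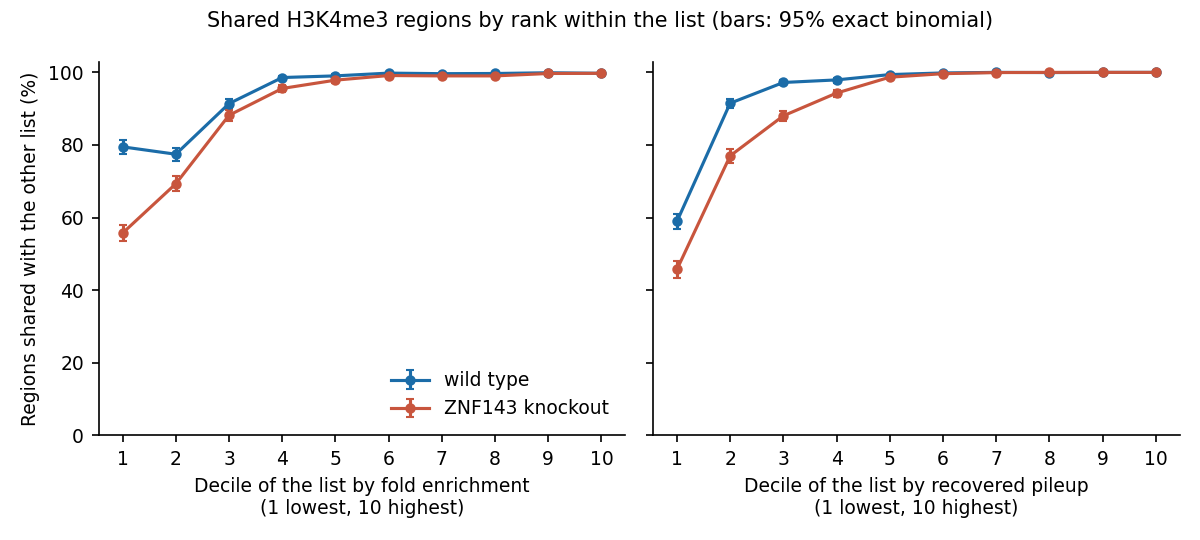
Percentage of regions that overlapped a region of the other list by at least 1 bp (vertical axis), for each decile of a list ranked by the authors' fold (left) or by recovered pileup (right), in wild-type (blue) and ZNF143 knockout (red) libraries; bars are exact 95% binomial intervals. In the lowest decile by pileup 58.9% of wild-type and 45.7% of knockout regions were shared, against 100% in the highest decile of either list.

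The 1093 unshared wild-type regions had a median fold percentile of 13.04 in their own list, and the 1900 unshared knockout regions one of 11.4. Ranked by pileup these medians were 5.41 and 8.50. Unshared regions were narrow, with a median width of 229 bp against 920 bp for shared regions in the wild-type list and 273.5 bp against 1075 bp in the knockout list. They made up 1.74% of the covered wild-type length and 3.31% of the covered knockout length. Above the median fold of their own list lay 24 unshared wild-type and 66 unshared knockout regions, and above its median pileup 4 and 8.

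The unshared regions of highest fold were examined singly. In the wild-type list, 910 regions had no knockout region within 1 kb. The highest of these by fold lay on chromosome 3 from 196625614 to 196625778, with a fold of 42.6 and a pileup of 237. It was 165 bp wide, close to the narrowest region at 162 bp and far below the list median of 883 bp. Whether so narrow a stack reflects H3K4me3 or an artifact was not tested. The next were on chromosome 19 from 4304372 to 4304945 with a fold of 24.5, and on the same chromosome from 44488285 to 44488919 with a fold of 22.9. A region on chromosome 17 from 7358861 to 7359584 had a fold of 21.0, and one on chromosome 7 from 148659938 to 148660375 a fold of 20.8. By pileup, these 5 regions stood between the 28.7 and the 55.6 percentile of the wild-type list.

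In the knockout list, 1448 regions had no wild-type region within 1 kb. The highest by fold lay on chromosome 16 from 32897030 to 32897858, with a fold of 23.5 and a pileup of 173. It was followed by regions on chromosome 2 from 219860966 to 219861515 with a fold of 20.8, and on chromosome 15 from 86439997 to 86440724 with a fold of 20.4. The remaining 2 were on chromosome 2 from 1217875 to 1218500 with a fold of 20.1, and on chromosome 10 from 105614902 to 105615511 with a fold of 19.5. By pileup, these 5 regions stood between the 24.2 and the 35.5 percentile of the knockout list. The region of highest fold in the whole wild-type list lay on chromosome 22 from 40271300 to 40271504 with a fold of 45.4, and that of the knockout list on chromosome X from 13397223 to 13397473 with a fold of 44.0. They were 205 and 251 bp wide, below the lower width quartiles of their lists, 483 and 564 bp.

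Ranks were next compared across the one-to-one pairs. Spearman's rho across regions, which are not independent replicates, was 0.93 for fold, and rose most when pileup was ranked in its place, to 0.97. The median absolute rank shift by fold was 3.89 percentile points, and 81.7% of pairs shifted by at most 10 points. A rise of more than 50 points occurred in 55 pairs and a fall of more than 50 points in 22 pairs.

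The largest rise was at chromosome 12 from 110825061 to 110825223, where the fold percentile was 10.3 in the wild-type list and 98.7 in the knockout list and the pileup was 10 and 132 fragments. It was followed by chromosome 2 from 131594462 to 131594673, with percentiles of 13.04 and 96.9, and by chromosome 15 from 73660848 to 73661255, with percentiles of 20.8 and 94.3. The largest fall was at chromosome 8 from 109799187 to 109800130, where the percentile was 94.5 in the wild-type and 10.0 in the knockout list and the pileup was 167 and 16 fragments. The next falls were at chromosome 8 from 18067380 to 18068251, with percentiles of 98.9 and 18.8, and at chromosome 19 from 7580676 to 7581701, with percentiles of 89.1 and 11.6. Positions are those of the wild-type regions. Ranked by pileup, the 3 rises measured between 28.3 and 42.7 points and the 3 falls between −42.8 and −35.3 points.

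Rank shifts by pileup differed between chromosomes. The median over all pairs was 1.07 percentile points. On chromosome 8 the median was −7.18 points over 604 pairs and on chromosome 9 it was −4.26 points over 758 pairs. On chromosome 13 it was 6.74 points over 312 pairs and on chromosome 16 it was 4.96 points over 745 pairs. Chromosome Y, with 48 pairs, had a median of 5.58 points. In each list, 18 regions on chromosome Y had a partner of similar pileup on chromosome X at a constant offset. For those, reads on chromosome Y may come from chromosome X, so this median may not describe chromosome Y. Ranked by fold, the medians on chromosomes 8, 9, 13 and 16 were −0.26, −0.36, 0.31 and 0.09 points, and that on chromosome Y was 1.94 points.

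**Figure D2:**
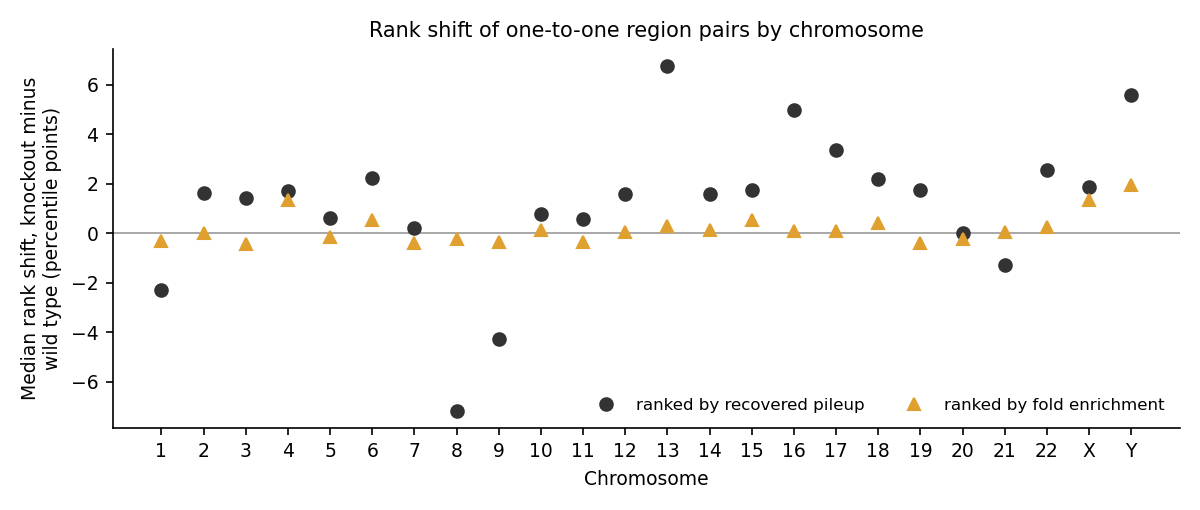
Median rank shift of one-to-one pairs, knockout minus wild type in percentile points (vertical axis), for each chromosome, ranked by recovered pileup (circles) or by the authors' fold (triangles). The pileup medians run from −7.18 on chromosome 8 to 6.74 on chromosome 13, while none of the fold medians of the 23 chromosomes with at least 100 pairs exceeds 1.35 points in size.

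Within chromosomes, the largest step in the log2 pileup ratio was on chromosome 11. It fell between a wild-type region ending at 9780056 and the next paired region starting at 10314906. The 110 pairs before the step had a median rank shift by pileup of −8.50 points, and the 708 pairs after it one of 1.43 points. By fold, the medians were 0.98 and −0.49 points, so the shift was present by pileup and not by fold. None of 1000 shuffles of the order of the pairs gave as large a step.

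**Figure D3:**
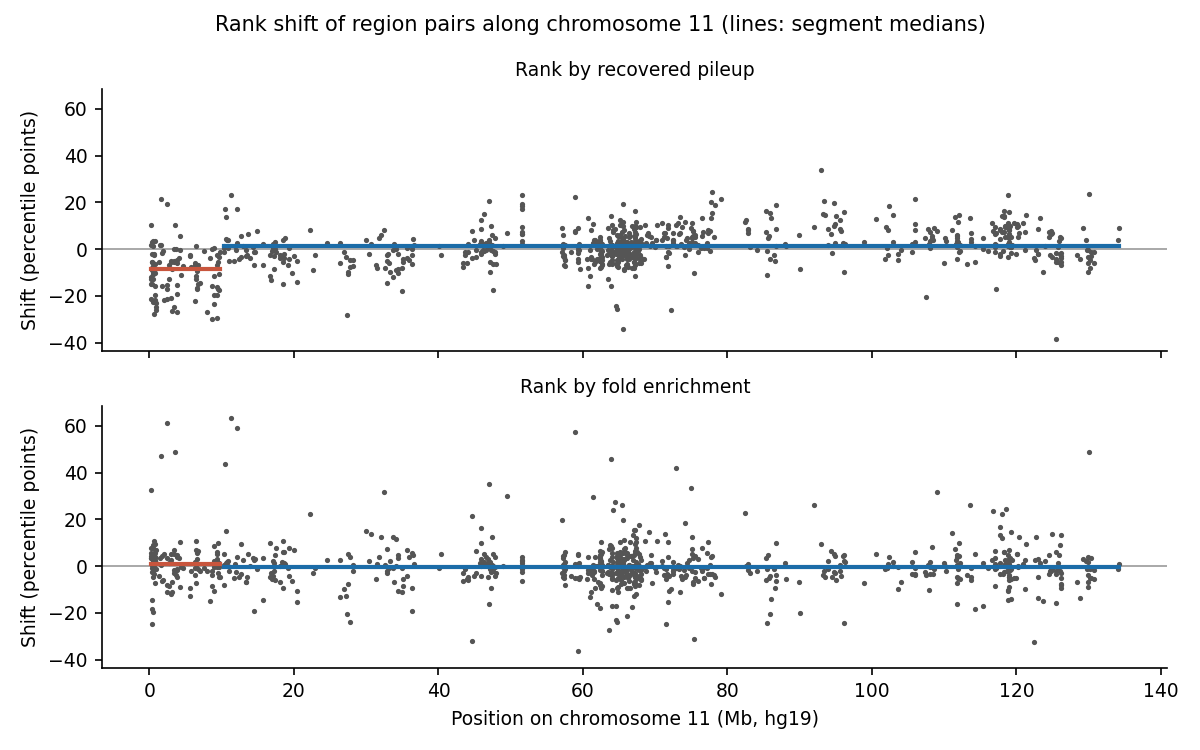
Rank shift of each one-to-one pair, knockout minus wild type in percentile points (vertical axis), against its position on chromosome 11 in Mb (hg19), ranked by recovered pileup (top) or by fold (bottom); points are region pairs and lines are medians before and after the step. By pileup the 110 pairs before the step have a median of −8.50 and the 708 pairs after it 1.43, and by fold the medians are 0.98 and −0.49.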

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

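The tests of mitochondrial regions were chosen after their values were seen. The pileup comparison between chromosomes X and Y was written down before it was made.

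Regions were called on sequences outside the assembled chromosomes, which no comparison above uses. There were no control libraries among the samples, so the counts below cannot be set against an expected number of such regions. On the mitochondrial sequence, the wild-type list held 8 regions and the knockout list 5. Mitochondrial DNA carries no histones, so H3K4me3 is not a natural source. A candidate explanation is carry-over of mitochondrial DNA at high copy number. It requires a local background rate far above that of the genome, and the median rate on this sequence was 245 times the genome rate in the wild-type list and 238 times in the knockout list. This goes with carry-over. No biological explanation was tested.

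On haplotype sequences the wild-type list held 599 regions and the knockout list 622. On unplaced or unlocalized sequences the counts were 178 and 235. Haplotype sequences repeat parts of the assembled chromosomes, so reads from them align equally well in several places. If such reads were kept, identical stretches elsewhere should also be called in pairs. In the wild-type list 18 pairs of regions on chromosomes X and Y lay at a constant offset of 50 kb, against 8 at the next most common offset. Their median log2 pileup ratio, X over Y, was 0.030, and single pairs ran from −0.49 to 0.43, while the pileup on Y ran from 9 to 175 fragments across the pairs. In the knockout list 18 pairs had the same offset, with 13 at the next. Their median ratio was 0.06, single pairs ran from −0.30 to 0.29, and the pileup on Y ran from 26 to 344 fragments. Members of a pair thus lay much closer to each other than pairs did among themselves, which is consistent with reads divided between 2 identical sequences. For these pairs, a region on chromosome Y does not by itself show reads from that chromosome. The other 39 wild-type and 64 knockout regions on chromosome Y were not covered by this test. A contribution of true H3K4me3 from the genes on these haplotypes stays open.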

How the results depend on the processing

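All alternatives to the shares, counts, widths and ranks were fixed before the data were examined, except the pileup ranking, the scaling to the background rate, the removal of regions next to region-free stretches, and every setting of the chromosome shifts. No paired analysis was possible because each genotype had 1 library, and for the same reason no replicate was left out. The analyses of promoters, ZNF143 motifs and protocadherin promoters, with their alternatives, were not run, since they need an hg19 genome or annotation.

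The number of regions and the covered length stayed within 1.5 times their values in each list under every alternative run. The shared share of wild-type regions, 94.5%, became 84.1% under a reciprocal overlap of 50%, 95.4% with regions within 1 kb counted, 95.4% at a −log10 q of at least 5, 91.8% for equal lists of 9823 regions of highest fold, 99.8% for the upper 50% of the list by fold, and 93.5% against the scaled knockout list. The shared share of knockout regions, 90.3%, became 84.6%, 92.6%, 91.4%, 91.7%, 99.3% and 92.3% under the same settings, 91.7% after merging regions within 1 kb, and 90.8% without regions next to region-free stretches. The knockout share stayed below the wild-type share except under the reciprocal overlap, where it was the higher by under 1 point. That setting counts mutual pairs only, so both lists had the same number of shared regions. With equal lists of 9823 regions the knockout share was barely the lower, at 91.7% against 91.8%, and the 95% intervals overlapped.

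Median widths became 911 bp and 1137 bp in the wild-type list, and 1034 bp and 1229 bp in the knockout list, at a −log10 q of at least 5 and after merging. Rank correlation became 0.963 by −log10 q, 0.966 by pileup and 0.941 under the reciprocal overlap. The median percentile of unshared wild-type regions became 5.72 by −log10 q and 5.41 by pileup. That of unshared knockout regions became 8.16 by −log10 q, 8.50 by pileup and 13.3 with regions within 1 kb counted as shared.

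The choice of rank measure changed the chromosome shifts. On chromosome 11 before the step, the median shift of −8.50 points reversed to 0.98 when ranked by fold, and was −8.28 by −log10 q and −11.7 for pairs with a mean pileup percentile of at least 25. By fold, the medians became −0.26 on chromosome 8, −0.36 on chromosome 9, 0.31 on chromosome 13 and 0.089 on chromosome 16. By −log10 q they were −6.38, −4.20, 5.48 and 4.16 on chromosomes 8, 9, 13 and 16. For the stronger pairs they were −8.61, −5.34, 7.93 and 5.22. The construction of the fold shows why it differs: its denominator rose with the pileup, so a change common to both cancels. The 6 rank shifts of the named pairs were smaller in size by −log10 q and by pileup than by fold, and none of them reversed. These pairs were selected for their shift by fold, so a smaller shift by another measure follows from the selection.

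Depth limits the weak end of each list. In the wild-type library the lowest called pileup was 7 fragments and in the knockout library 11, so an unshared region of low rank does not show absence of the mark in the other genotype.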

Other observations

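The tests of the order of pairs, of peak strength, of changes at a few regions, of region-free stretches and of the local rate were chosen after the patterns were seen. The comparison of weak with strong pairs on chromosome 11 and the scaling of the knockout list were written down before their results. The regions of highest pileup were chosen after their values were seen.

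The sharpest pattern along the genome was on chromosome 11. Up to 9780056, the knockout pileup relative to all pairs had a median log2 ratio of −0.57, and beyond 10314906 one of 0.00. The 30 pairs on either side of the step had medians of −0.57 and 0.00. The chromosome beyond the step was not level. Pairs from 27241054 to 44088581 lay mostly below 0, and pairs from 77300124 to 96123858 lay mostly above it. The search placed only 1 step on each chromosome, so these further changes were not tested. Noise of single regions is argued against, since 0 of 1000 shuffles of their order gave as large a step. Peak strength is argued against too, because the lowest median among 10000 random lists matched on pileup was −0.12. A change at a few regions is argued against, since 91.8% of the 110 pairs lay below the median of all pairs, with an interquartile range of 0.34 against 0.38 elsewhere. A candidate explanation is that the knockout cells carried fewer copies of this segment. It predicts one common factor for weak and strong regions, and when the 110 pairs were split at their median strength the weaker differed from the stronger by 0.12, within the 0.2 set beforehand. A loss from 3 copies to 2 would give −0.58. These copy numbers are an example, since the copy number of the segment was not measured in either genotype. The match is therefore not evidence for a loss. ZNF143 is itself on chromosome 11 in the GRCh38.p14 gene table, but its position was not compared with the step because the builds differ. Whether the step lies at the edited gene may be checked with an hg19 annotation. A regional loss of H3K4me3 stays open, as do a GC effect, which was not tested without a genome, and a difference between cell populations that predates the knockout.

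Smaller shifts appeared on other chromosomes. The log2 pileup ratio relative to all pairs was −0.35 on chromosome 8, −0.27 on chromosome 9, 0.22 on chromosome 13 and 0.17 on chromosome 16. These are the 2 lowest and the 2 highest of the 23 chromosomes with at least 100 pairs. On chromosome Y, with 48 pairs, it was 0.38, though reads there may come in part from chromosome X. On 9 of the 23 chromosomes tested, the step exceeded every shuffle. These steps differed in size, and exceeding every shuffle did not require a large difference between medians. On chromosome 8, which is among the 9, the medians before and after the step were −0.34 and −0.37. After chromosome 11, the largest difference was on chromosome 1, where the median was 0.03 up to 27154052 and −0.20 from 27189676 onwards. Copy number was not tested for these chromosomes. Chromosome 8 also had the largest percentage of unshared wild-type regions, 10.4%, against 5.53% over all chromosomes, so part of the difference between the lists may follow such regional shifts. Ranking by fold showed little of the shifts on chromosomes 8, 9, 13 and 16, with medians of −0.26, −0.36, 0.31 and 0.09 points. On chromosome Y the median shift was 1.94 points by fold, against 5.58 points by pileup.

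The recovered local background rate rose with the pileup. Spearman's rho across regions was 0.84 in the wild-type list and 0.86 in the knockout list, and the median rate was 11.8 and 9.62 times the genome rate. This is consistent with a background estimated from the ChIP library itself, with no separate control. A control library would have needed a comparable excess of fragments at most H3K4me3 regions. The largest pileup in both lists, 6209 fragments in the wild type and 14245 in the knockout, lay at the same place on chromosome 1, with a wild-type region from 121484091 to 121485433. That region directly borders a stretch of 21.1 Mb with no region in either list. The cause of this pileup was not tested.

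The knockout list had more unshared regions than the wild-type list, 9.67% against 5.53%. A deeper library may add weak regions. Scaling the knockout pileups and rates to the wild-type background rate removed 636 regions and left 7.72% unshared, against 6.55% of wild-type regions measured against that scaled list. The gap between the lists thus went from 4.15 to 1.17 percentage points. Part of this narrowing came from the wild-type side, where the unshared share rose from 5.53% to 6.55%. Of the 636 removed knockout regions, 203 had been shared in the full list. The scaling multiplied the recovered pileups and rates by a constant and kept regions with a −log10 p of at least 3.70. That was the lowest value in the wild-type list. No fragments were drawn and no regions were called anew, so the effect of a shallower library was only approximated. With 1 library each there is no spread between libraries to hold the remainder against, so whether depth accounts for the whole excess stays open. Unshared knockout regions were more frequent next to the longest region-free stretch of each chromosome. Within 2 Mb of these, 21.2% of knockout regions were unshared, against 9.21% elsewhere, and in the wild-type list the values were 6.66% and 5.49%.

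Signal over background also differed between the libraries. The median pileup of pairs was 1.86 times higher in the knockout library, while its background rate was 2.31 times higher, a gap of 0.32 on the log2 scale. Lower enrichment in the knockout immunoprecipitation and a general reduction of H3K4me3 cannot be told apart with 1 library each. If lower enrichment had raised regions made mostly of background, pairs next to the region-free stretches should stand about that much above the others. Their median was 0.044, at the 99.8 percentile of 10000 random lists matched on pileup, which ranged from −0.05 to 0.05. It was thus above nearly all of these lists and well short of 0.32. These stretches were not annotated and their borders also hold ordinary regions, so the test leaves the explanation open.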
